# Gene Expression Pattern in Olive Tree Organs (*Olea europaea* L.)

**DOI:** 10.3390/genes11050544

**Published:** 2020-05-12

**Authors:** Jorge A. Ramírez-Tejero, Jaime Jiménez-Ruiz, María de la O Leyva-Pérez, Juan Bautista Barroso, Francisco Luque

**Keywords:** RNA-seq, plant organs, transcriptome, housekeeping genes

## Abstract

The olive tree (*Olea europaea* L.) was one of the first plant species in history to be domesticated. Throughout olive domestication, gene expression has undergone drastic changes that may affect tissue/organ-specific genes. This is an RNA-seq study of the transcriptomic activity of different tissues/organs from adult olive tree cv. “Picual” under field conditions. This analysis unveiled 53,456 genes with expression in at least one tissue, 32,030 of which were expressed in all organs and 19,575 were found to be potential housekeeping genes. In addition, the specific expression pattern in each plant part was studied. The flower was clearly the organ with the most exclusively expressed genes, 3529, many of which were involved in reproduction. Many of these organ-specific genes are generally involved in regulatory activities and have a nuclear protein localization, except for leaves, where there are also many genes with a plastid localization. This was also observed in stems to a lesser extent. Moreover, pathogen defense and immunity pathways were highly represented in roots. These data show a complex pattern of gene expression in different organs, and provide relevant data about housekeeping and organ-specific genes in cultivated olive.

## 1. Introduction

The olive tree (*Olea europaea* L.) was one of the first plant species to be domesticated in history. The demand of olive oil and extra virgin olive oil (EVOO), which is the main product obtained from this crop, is continuously increasing, and its health benefits are well-established. Among the different varieties, the EVOO from cultivar “Picual” has exceptional organoleptic properties and marked oxidative stability due to its high content in polyphenolic compounds [1,2]. “Picual” is one of the most important olive varieties worldwide and represents 50% of all the olives trees in Spain, and approximately 20% in the world [3]. However, olive tree breeding is a process that requires decades and has been limited by the genetic knowledge about this plant species being scarce until very recently. In fact, understanding the molecular basis of agronomic traits would allow improved efficiency of breeding programs. The development of genomic information and tools for breeders should now be possible because the genomes of wild olive trees (*Olea europaea* var. *sylvestris*) and cultivars “Farga” and “Picual” have been assembled in the last 3 years [4,5,6]. In addition, 50 more genotypes, 40 cultivated and 10 wild trees, have been sequenced [6]. The “Picual” genome turned out to be more complex than previously reported genomes. Most genes appear to have several paralogs, including genes that are unique in *Arabidopsis*. Knowing whether all the paralog genes are expressed or simply one or a few of them, or if they present a differential expression pattern depending on the plant organ or only in response to stimuli, may be relevant to understand the role of each paralog. Therefore, obtaining an atlas with the gene expression profile in main olive plant organs might be extremely useful to further understand olive tree metabolism and to provide future breeding genetic markers. Tissue-/organ-specific genes confer each plant tissue/organ differential characteristics. Very recently, tissue-specific variations in gene expression and metabolites have been described in fruit, as well as in young and old leaves, in olive [7]. During olive domestication, gene expression has undergone drastic changes [8] that may affect tissue-/organ-specific genes. In the present work, the specific transcriptomic profile in this crop’s main organs is reported using “Picual” as the model cultivar for its relevance for both the scientific community and breeders who seek higher productivity and olive oil quality. Together with genomic data, previous transcriptomic studies of olive tree in response to stresses [9,10,11,12], during plant development [13,14,15,16] or across different plant organs, represent valuable information in the search for the key genes involved in different relevant traits for agronomical purposes.

## 2. Materials and Methods

### 2.1. Plant Material, RNA Sample Preparation, and Next-Generation Sequencing 

The plant samples employed for this study were obtained from the World Olive Germplasm Collection (WOGC) of the Andalusian Institute of Agricultural and Fisheries Research and Training (IFAPA) [17]. Samples were collected from roots, stems, meristems, leaves, flowers, and fruits (epicarp and mesocarp) of three healthy 10-year-old olive trees under field conditions. All the samples were collected at the same time, except for fruits, which had to be collected later upon reaching the turning ripening state. All the samples were immediately frozen in liquid nitrogen and kept at −80 °C until total RNA extraction. For RNA isolation, the Spectrum Plant Total RNA kit (Sigma-Aldrich, St. Louis, MO, USA) was used following the manufacturer’s instructions. Any DNA contamination was removed by a column DNase I treatment step (Roche, Basel, Switzerland). RNA quality tests were performed with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) employing an RNA 6000 Pico assay kit (Agilent Technologies), and all the samples’ RNA integrity number (RIN) values ranged from 6.00 to 9.10. Next generation sequencing (NGS) was performed by Sistemas Genómicos (Valencia, Spain). The pool of complementary DNA (cDNA) libraries was sequenced by paired-end sequencing (100 x 2) with an Illumina HiSeq 2000 sequencer. Two biological replicates per sample were sequenced, and each biological replicate consisted in an equilibrated pool of three plant RNAs. Each replicate was loaded twice on two different lanes in the flow cell. 

### 2.2. Data Preprocessing

The raw Illumina RNA-seq reads were first preprocessed using FastqMcf [18] by discarding the primers and reads with adaptors, unknown nucleotides, and poor-quality or short-length reads, which increased the Q score to more than 30 for all the libraries and filtering for lengths longer than 50 bp (Q30L50). Sequencing quality control was performed with the NGS QC software [19]. The trimming and cleaning of the obtained reads were carried out by the Trim Galore software (https://github.com/FelixKrueger/TrimGalore). 

### 2.3. Expression Analysis

The gene expression study was conducted with the DNAStar (ArrayStar 15, Rockville, MD, USA) Qseq software for RNA-seq analyses (www.dnastar.com). Reads were mapped to the *Olea europaea* cv. “Picual” genome as the reference Oleur061 [6]. Mapping was undertaken using parameters k-mer = 63 and 95% of matches. The default normalization method of reads per kilobase per million mapped reads (RPKM) was employed. A basal expression level of log_2_ RPKM = -2 was considered. Therefore, only those genes with expression values above this threshold level were considered expressed, whereas those with values that equaled or were below the threshold level were considered not expressed. The validation of the RNA-seq results by qRT-PCR was performed as indicated in [11]. The employed primers are shown in Table S1.

### 2.4. Gene Ontology (GO) Analysis

The Gene Ontology (GO) terms were retrieved from Oleur061 [6] to be loaded in the Blast2GO software [20]. The GO term profile (combined graph) concerning all the GO term categories (molecular function, biological process, and cellular component) was performed. To make GO term profile comparisons between groups, the list of the genes expressed in at least one tissue was used as the reference gene set. The list of each tissue’s specific genes was compared with the reference set. GO enrichment was analyzed by a two-tailed Fisher’s exact test using a *p*-value threshold of 0.005.

### 2.5. Availability of Data

The raw RNA-seq datasets that supported the results of this study are deposited at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO). They are available under accession numbers GSE140648, GSM4176229, GSM4176230, GSM4176231, GSM4176232, GSM4176233, GSM4176234, GSM4176235, GSM4176236, GSM4176237, GSM4176238, GSM4176239, and GSM4176240 for Project PRJNA556567.

## 3. Results and Discussion

### 3.1. Transcriptome Profile Overview

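Total RNA was sequenced from 6 organs of olive trees of the cultivar “Picual”, with 2 biological replicates per organ, or 12 samples in all. Each replicate was a pool of RNA from 3 trees that were 10 years old, and it was loaded on 2 lanes. The paper names 3 trees in all, so both replicates of an organ appear to pool the same trees. If so, the replicates would not capture the differences between trees. The authors cleaned the reads, mapped them to the “Picual” genome Oleur061 with the Qseq software and normalized them to RPKM, which divides the reads of a gene by its length and by the mapped reads of the library. The paper gives reads of 100 nt, and the sample records give 101 nt. The deposited table holds 53456 genes and 1 RPKM value per gene and organ, rounded to 3 decimals, with no value per replicate. Therefore, the spread between replicates is unknown, no difference between organs could be tested, and every value reported here is the authors' value for the organ. The read totals are not in the table. Where low genes are counted in whole reads, the ratio of their values between a pair of organs takes few values, but over the 15 pairs of organs at most 9.68% of the low genes shared a ratio in the part of Table S2 that was used (1999 of its 53456 genes), so the depth remains unknown. The summed RPKM ranged from 537630 in meristems to 652465 in flowers. From these values, genes were counted with the paper's threshold, by which a gene is expressed above log2 RPKM -2 (RPKM 0.25). The choice of the threshold, the scaling between organs and the rounding could change the counts.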

The expression of the genes in the roots, stems, meristems, leaves, mature flowers, and fruits (exocarp and mesocarp) from the “Picual” healthy and unstressed trees was analyzed by RNA-seq. The RNA-seq results were validated by qRT-PCR of 12 genes randomly selected among the different groups of genes analyzed below (Figure S1). 

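All 12 genes of Table S1 are in the deposited table of RNA-seq values. By the paper's threshold, 11 of them were organ-specific, with 2 genes each for fruits, leaves, meristems, roots and stems and 1 for flowers, and the remaining gene was above log2 RPKM 1 in all organs. In the lists of organ-specific genes ordered by RPKM in the organ, the ranks of these 11 genes lay between 1 (highest) and 12. They therefore do not represent the weaker organ-specific genes. The flower-specific gene, Oleur061Scf6083g02012.1, had an RPKM of 1456 in flowers, and its next highest value was 0.044 in roots. The gene expressed in all organs, Oleur061Scf0802g01015.1, ranged from an RPKM of 195 in flowers to 2602 in fruits, a 13.3-fold range. The weakest of the organ-specific genes in its own organ was Oleur061Scf1163g03022.1, with an RPKM of 5.66 in stems and 0.066 in flowers, the next organ. The qRT-PCR values themselves were not analysed here.

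**Figure D1:**
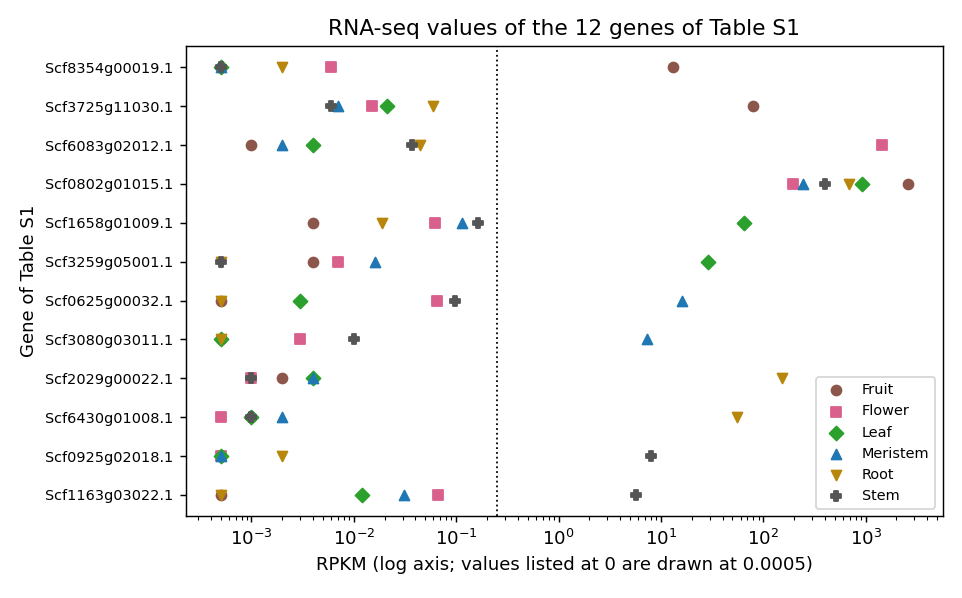
RPKM of each gene of Table S1 (vertical axis, identifiers without the prefix Oleur061) in the 6 organs (horizontal log axis, 1 symbol per organ). The dotted line is the basal level of RPKM 0.25. For 11 genes, 1 organ lies to the right of the line and the other 5 to its left.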

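Of the 53456 genes in the deposited table, 53450 had an RPKM above 0.25 in at least 1 organ. The other 6 genes had a highest value printed as 0.25, which is the threshold itself after rounding, and with such values counted as above, an alternative chosen after the data were examined, all 53456 genes passed. The genes lie on 6845 scaffolds of the Oleur061 assembly. Among the alternatives, a basal level of log2 RPKM 0 moved the number most, to 47075 genes.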

The “Picual” genome contains 78,079 protein-coding genes, and from them 53,456 unique genes were found to be expressed at least in one of the six tested organs (Figure 1). The specific expression data at each organ for all the genes are provided in Table S2. The almost 25,000 unexpressed genes found in this RNA-seq could be expressed in other developmental stages or in response to biotic or abiotic stresses, or could simply be silenced. The high number of genes in the cultivated olive genome can be a consequence of two rounds of tetraploidy described in the evolution of the *Olea* genus. These events of tetraploidy have been dated around 57–63 million years ago (Mya) and 26–30 Mya by analyzing the wild olive genome [5], and around 62 Mya and 25 Mya by analyzing the “Picual” genome [6]. An additional very recent partial genome duplication event has been described in the cultivated olive genome [6]. Thus, there are many duplicated genes in the wild and even more in the cultivated olive genome. Some of them are not expressed at all, which is expected after genome duplication events.

The numbers of genes expressed in each organ did not significantly differ. They ranged from 46,469 in flowers to 37,932 in fruits, with 43,964 in meristems, 41,728 in stems, 41,558 in roots, and 40,858 in leaves (Figure 1). Some of these genes were exclusively expressed in one organ, whereas most were expressed in two organs or more, which produced a complex expression pattern that is portrayed in Figure 1. 

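By the threshold of RPKM 0.25, 46460 genes were expressed in flowers, 43957 in meristems, 41723 in stems, 41554 in roots, 40844 in leaves and 37928 in fruits. The highest number was 1.22 times the lowest, a difference of 8532 genes. As shares of the genes in the table, these were 86.9% in flowers and 71.0% in fruits. No test between organs was possible with 1 value per organ. At a basal level of log2 RPKM 0, which moved these counts most among the alternatives chosen before the data were examined, 38369 genes were expressed in flowers and 31876 in fruits. At log2 RPKM 1, an alternative added afterwards, meristems had more expressed genes than flowers, with 32511 against 32000.

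**Figure D2:**
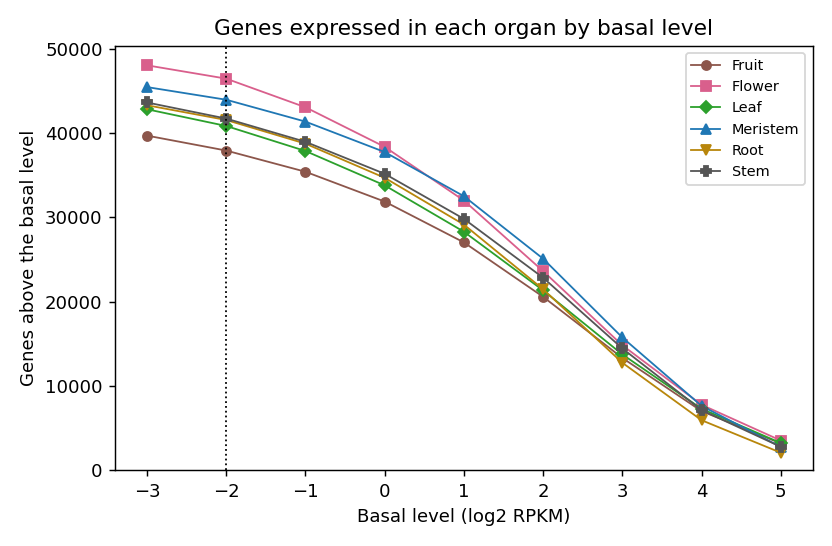
Number of genes above the basal level (vertical axis) in each organ against the basal level in log2 RPKM (horizontal axis). The dotted line is the paper's basal level of -2. Flowers lead up to a level of 0, meristems lead from 1 to 3, and flowers lead again at 4 and 5.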

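A total of 46825 genes (87.6% of the table) were expressed in 2 organs or more, and 6625 (12.4%) in exactly 1 organ. In between, 3732 genes were expressed in 2 organs, 2961 in 3, 3190 in 4 and 4918 in 5. All 63 combinations of organs contained genes. The largest combination after that of all organs and the flower-specific genes was that of all organs except fruits, with 2168 genes, followed by all organs except roots, with 1153. Only 155 genes were missing in stems alone, and 161 in meristems alone.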

The full list of the different organ expression combinations of genes is provided Table S3. The list of the expressed genes with their GO terms can be found in Table S4.

### 3.2. Housekeeping Genes

The expression profiles in the six analyzed plant organs are shown in Figure 1. The fact that more than half the expressed genes (32,030) were expressed in all the tested plant organs suggests many putative housekeeping genes. However, many of these genes displayed very low expression levels in one organ or more, which means that their expression was organ- or tissue-dependent. 

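The number of genes with an RPKM above 0.25 in all 6 organs was 32024, or 59.9% of the genes expressed in at least 1 organ. With a basal level of log2 RPKM 0, this number was 24993, and with fruits left out it was 34192. From the share expressed everywhere, the paper proposes that the set contains many putative housekeeping genes.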

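Of the 32024 genes expressed in all organs, 12453 (38.9%, 95% Wilson interval 38.4% to 39.4%, over genes and not over replicates) had a log2 RPKM at or below 1 in at least 1 organ. In 4198 of these genes this was so in a single organ, and in 1266 in all organs. The low values were most frequent in leaves (6980 genes) and fruits (6956 genes), and least frequent in meristems (3587 genes). A log2 RPKM at or below 0 in at least 1 organ was found for 22.0% of the genes expressed in all organs. An RPKM at or below 0.5 in at least 1 organ was found for 2920 genes (9.12%). The paper gives no level for very low expression. Its level of high expression is log2 RPKM 1, so the 12453 genes are those that its housekeeping filter leaves out. From these low values, the paper reasons that the expression of such genes depends on the organ or tissue.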

To determine a more accurate number of housekeeping genes, a filter of high expression (log_2_ RPKM > 1) was set, and 19,575 genes were highly expressed in all the tested plant organs. In addition, most of these genes showed similar expression levels across all organs (Figure 2A). This set of unique genes could represent the cultivated olive housekeeping genes (Figure 2A and Table S5). 

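With the filter of log2 RPKM above 1, that is RPKM above 2, in each of the 6 organs, 19571 genes remained, or 61.1% of the genes expressed in all organs and 36.6% of the table. With values printed as exactly 2 counted as above, the number was 19575. The median over these 19571 genes of the gene's median RPKM was 10.0. A filter of log2 RPKM above 2 left 12729 genes, the largest change among the alternatives.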

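The paper names no measure of similar expression, so the range of each gene was taken as its highest minus its lowest log2 RPKM over the 6 organs. Over the 19571 putative housekeeping genes, the median range was 1.42, a 2.68-fold difference, with quartiles of 1.00 and 2.02. The range was at or under 4-fold in 14531 genes (74.2%), and at or under 2-fold in 4854 genes (24.8%). In contrast, 1700 genes (8.69%) had a range above 8-fold. The smallest range was that of Oleur061Scf0770g00003.1, which lay between an RPKM of 15.2 in fruits and 16.6 in meristems. The largest was that of Oleur061Scf1102g01007.1, with an RPKM of 6.49 in fruits and 33671 in roots. The highest value was in meristems for 25.6% of the genes, and in stems for 7.81%.

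**Figure D3:**
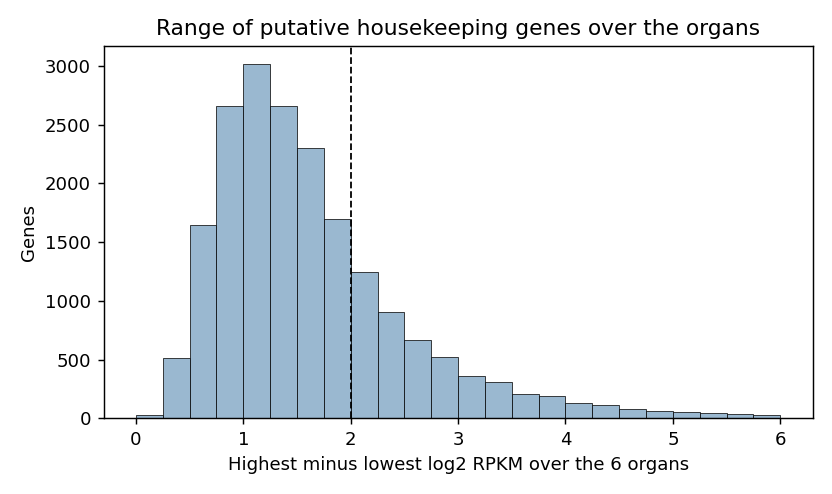
Number of putative housekeeping genes (vertical axis) by the range of their log2 RPKM over the 6 organs (horizontal axis, bins of 0.25). The dashed line is a 4-fold range. The highest bin, from 1 to 1.25, holds 3020 genes, and the 97 genes with a range above 6 are not drawn.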

Although the number of housekeeping genes in plants has not yet been established, 19,575 genes represent a high number compared to the 3804 estimated human housekeeping genes [21]. This high number of putative housekeeping genes could be due to the high number of paralogs present in the cultivated olive tree. In turn, such a high paralog content is likely to result from the two tetraploid events in the *Olea* genus [5,6], and the very recent partial genome duplication detected in the “Picual” genome [6].

The GO term descriptive analysis of these putative housekeeping genes showed that a large number of biological processes (BP) was represented (Figure 2B). Thus, the most represented BP are biosynthetic pathways, nitrogen compound metabolism, protein modification, response to stress, signal transduction, anatomical structure development, many metabolic and catabolic processes, protein biosynthesis, and transport. Despite containing fewer genes, other BP are essential for cell life, such as chromosome organization, mRNA processing, cell cycle, cell division, cytoskeleton organization, protein folding, and homeostatic process (Figure 2B and Table S6). The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis also revealed a wide range of pathways, and most represented many genes involved in metabolism and biosynthetic pathways (Table S7). Therefore, the proposed housekeeping genes candidates found herein cover all the essential BP so that plant cells remain functional.

### 3.3. Fruit-Specific Genes

The 435 genes showing an expression above the basal level only in fruit and below the basal level in the other studied plant organs (Figure 1) were analyzed by GO term and KEGG ontology. 

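In the deposited values, 435 genes had an RPKM above 0.25 in fruits and at or below it in the other 5 organs. Their median RPKM in fruits was 0.664, and 82 of them (18.9%) were above log2 RPKM 1 in fruits. Requiring that level in the organ was the alternative that moved the number of organ-specific genes most, for every organ. The value in fruits was over 8-fold the highest value in any other organ for 266 genes (61.1%), with values listed at 0 set to 0.0005. In 139 genes another organ had an RPKM above 0.125, within a factor of 2 of the basal level. That next organ was most often the flower (163 of the 425 genes with a value above 0 elsewhere). The 2 fruit-specific genes with the highest values were Oleur061Scf0057g01009.1, with an RPKM of 151 in fruits and 0.061 in flowers, and Oleur061Scf3725g11030.1, with 78.8 in fruits and 0.06 in roots. The identifiers are not paired with gene names in the data used here.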

The expression heat map of these genes and the GO distribution at level 5 are represented in Figure 3A,B, respectively. BP mostly included biosynthetic and metabolic processes, regulatory processes involved in gene expression, RNA metabolism, as well as organic and hormone responses. The molecular function (MF) was considerably high in purine-binding activities, DNA or RNA binding, and in kinase and transferase activities. The cellular component (CC) showed a fairly high nuclear localization, which suggests that many fruit-specific genes play a direct or indirect regulatory role (Figure 3B). The GO term-enriched analysis of the BP terms associated with the differentially expressed genes (DEGs) in fruit showed enrichment for the following six terms: isoprenoid biosynthetic process, terpenoid metabolic process, terpenoid biosynthetic process, diterpenoid biosynthetic process, gibberellin metabolic process, and gibberellin biosynthetic process (Figure 3C). The isoprenoid, terpenoid, and diterpenoid biosynthetic processes are likely involved in anthocyanin pigment biosynthesis, which is consistent with the phenolic compounds level change associated with the ripening stage of the analyzed samples, which were turning green to purple. Furthermore, the olive fruit samples reaching late maturity stages and before senescence, a process delayed by gibberellins [22,23]. In line with this, gibberellin biosynthesis and metabolism were also over-represented in the fruit-specific genes. This ripening stage was chosen to find genes related to maturity and olive oil production. In fact, the KEGG ontology analysis detected five fruit-specific genes involved in fatty acid biosynthesis and metabolism: two *LACS2*, one *FABZ*, and two *AAE*13 fruit-specific genes. *LACS2* genes encode long-chain acyl-CoA synthetase 2 enzymes involved in the activation of long-chain fatty acids for both synthesis of cellular lipids and degradation via beta-oxidation [24] and cuticle development [25]. The *AAE13* genes are also involved in fatty acid biosynthesis and encode Malonate--CoA ligases [26], but may also play a role in the detoxification of malonate [26]. *FABZ* gene is annotated by similarity to *Escherichia coli* genes and code for 3-hydroxyacyl-[acyl-carrier-protein] (ACP) dehydratase FabZ, which catalyzes the dehydration of short- and long-chain beta-hydroxyacyl-ACPs to produce unsaturated fatty acids [27]. In the future, an additional analysis of the whole set of genes in different development stages needs to be done to further characterize the gene expression of olive fruit.

### 3.4. Flower-Specific Genes

The largest number of organ-specific genes was found in flowers, as 3529 genes showed an expression above the basal level in flowers, and below the basal level in the other analyzed plant organs (Figure 1). 

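Flower-specific expression, by the same threshold, was found for 3526 genes, which is 53.2% of all organ-specific genes and 3.62 times the number in roots, the organ with the next highest number. Their median RPKM in flowers was 1.20, the highest median among the 6 sets. A total of 1278 of these genes (36.2%) were above log2 RPKM 1, and 2884 (81.8%) were over 8-fold higher in flowers than in any other organ. For 451 genes, the other 5 organs were all listed at 0. The highest values in flowers were an RPKM of 3237 for Oleur061Scf0654g01022.1 and 1582 for Oleur061Scf6517g00005.1, whose highest values elsewhere were 0.18 in meristems and 0.152 in fruits. Under each basal level, scaling and set of organs tried, flowers had the most organ-specific genes.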

The expression heat map of these flower-specific genes and the GO distribution at level 5 are represented in Figure 4A and B, respectively. In BP and KEGG terms, flower-specific genes were associated mostly with biosynthetic and metabolic processes, plant hormone signal transduction, plant-pathogen interaction, and regulatory processes involved in gene expression and RNA metabolism. As observed in fruit, genes were involved in pigment synthesis and in fatty acid biosynthesis and elongation. The reproductive system development process appeared among the top 20 more represented GO terms of the flower-specific genes. In this set of genes, 10 *CALS12*, 2 *CALS11*, and three *MS1* genes appeared as flower-specific. *MS1* genes encode for plant homeodomain (PHD) finger protein MALE STERILITY 1, are transcription factors that activate anther and post-meiotic pollen development and maturation, and control tapetal development [28,29]. *CALS* genes encode for callose synthases, which are involved in sporophytic and gametophytic development. They are required for forming the callose wall by separating tetraspores of the tetrad during pollen formation [30,31]. Most of the flower-specific genes were transcription factors, kinases involved in signal transduction, and auxin-response genes. According to the GO term enrichment analysis, most of the over-represented BP were related to gene regulation, metabolic and biosynthetic process regulation, developmental and growth processes, and reproduction (Figure 4C). Once again, the MF was considerably high in purine-binding activities, DNA or RNA binding, and kinase and transferase activities, but transmembrane activities and regulatory DNA-binding activities were also present. The most represented CC was nuclear localization. The BP, MF, and CC GO terms suggest that, as with fruit, most of the flower-specific genes play a putative regulatory role (Figure 4B).

### 3.5. Leaf-Specific Genes

In leaves, 690 specific genes were found (Figure 1), whose expression heat map and the GO term distribution at level 5 are represented in Figure 5A and B, respectively. 

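The leaf-specific genes numbered 691 in the deposited values. The median RPKM of these genes in leaves was 0.743, with quartiles of 0.43 and 1.95. In leaves, 171 genes (24.7%) exceeded log2 RPKM 1, and for 463 genes (67.0%) the value was over 8-fold higher than in any other organ. The next highest organ was the meristem for 194 genes and the flower for 188 of 680. Oleur061Scf1658g01009.1 reached an RPKM of 65.2 in leaves against 0.163 in stems, and Oleur061Scf1412g03003.1 reached 48.1 against 0.087 in meristems.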

As in the previous organs, BP included mostly biosynthetic and metabolic processes, regulatory processes involved in gene expression, and RNA metabolism processes. However in flowers, the reproductive system development appeared as highly enriched GO terms (Figure 5C), and also in KEGG terms among the leaf-specific genes (Table S7). The ion transport process appeared among the top 20 most represented GO terms of leaves. The most represented MF was, once again, purine binding, DNA or RNA binding, and kinase and transferase activities, although many metal ion binding and ion channels were also found, which suggests a large specific ion transport system, which is consistent with the BP terms result. Although the CC GO terms were also numerous at nuclear localization, their number was not as high as in other organs. Instead, a large number of CC terms were plastids, thylakoids, photosystem II, and photosynthesis-related GO terms. The BP, MF, and CC GO terms suggest that, as in the previous organ-specific genes, a number of leaf-specific genes may play a regulatory role, but many others are involved directly in plastid and photosynthesis activities (Figure 5B). It is noteworthy that pigments, flavonoids, and polyphenols accumulate in olive leaves [32]. This is important because the flavonoids present in leaves such oleuropein possess proven anticancer activity [33]. Among the leaf-specific genes, a *DFRA* gene was found that encodes for dihydroflavonol 4-reductase, involved in flavonoid biosynthesis. A *LCY1* gene, which encodes for a chloroplastic lycopene beta cyclase involved in β-carotene and β-zeacarotene biosynthesis, was also detected in this set of leaf-specific genes. There was also a set of leaf-specific genes implicated in the response to external stimulus. In this case, two genes involved in leaf circadian rhythm were included in the leaf-specific genes set. One of them is an *EARLY FLOWERING 3* (*ELF3*) gene that encodes a circadian clock-regulated nuclear protein in *Arabidopsis* [34], and a *CRY1* gene that encodes a cryptochrome/DNA photolyase, a FAD-binding domain protein. Cryptochromes are blue-light photoreceptors involved in the circadian clock for plants and animals [35,36]. In addition, reproduction, development, and transmembrane transport were over-represented. Therefore, leaf-specific genes are partially involved in gene regulation and partly located in structures and involved in photosynthesis-related activities, such as plastid development, thylakoid structure, phosphorylation and transmembrane transport, as well as pigment and flavonoid biosynthesis and circadian rhythm.

### 3.6. Meristem-Specific Genes

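Meristems had 770 genes with an RPKM above 0.25 there and at or below it elsewhere. The level of these genes was low, with a median RPKM of 0.504 in meristems, and 377 of them (49.0%) were at or below an RPKM of 0.5. Only 63 (8.18%) were above log2 RPKM 1. In 354 genes (46.0%), another organ had an RPKM above 0.125, and for 330 genes (42.9%) the value in meristems was over 8-fold higher than in the others. The number of meristem-specific genes varied with the basal level, with 417 genes at log2 RPKM -3, 1108 at log2 RPKM 0 and 1298 at log2 RPKM 1, the last added after the data were examined. The highest value was that of Oleur061Scf0625g00032.1, with an RPKM of 16.2 in meristems and 0.097 in stems, followed by Oleur061Scf2430g04017.1, with 10.9 in meristems and 0.184 in flowers.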

The selection of meristem-specific genes produced a set of 768 genes (Figure 1). The heat map of these genes and the GO distribution at level 5 are represented in Figure 6A and B, respectively. The meristem is quite a undifferentiated tissue, and thus it is not surprising that the GO and KEGG ontology show a wide range of processes, including biosynthetic and metabolic processes, gene expression and its regulation, RNA metabolism, and protein modification. Additionally, among the top 20 most represented GO terms, cellular response to organic substance and to hormone stimulus was found. The most represented MF GO term was metal ion binding, followed by DNA or RNA binding, purine binding activities, kinase and phosphotransferase activities, as well as several transferase activities. In addition, hydrolase, peptidase, transmembrane transport, and oxidoreductase activities were represented. In meristems, the specific genes’ GO terms regarding CC nuclear localization were by far the largest group. These GO terms suggest that, as in previous organ-specific genes, most of the meristem-specific genes may play a regulatory role by controlling a wide range of activities required for cell metabolism (Figure 6B). The GO term-enriched analysis of meristem-specific genes’ BP resulted in a large number of biosynthetic and metabolic processes, regulation of gene expression, and response to external stimulus and to ethylene. In addition, some GO terms related to defense against pathogens as a response to chitin or callose deposition were present among meristem-specific genes (Figure 6C). Therefore, meristem-specific genes are involved mostly in the gene regulation of various cell processes that govern the necessary response to external and internal stimuli to proliferate. Additionally, a set of meristem-specific genes for defense against biotic stresses was also found. 

### 3.7. Root-Specific Genes

A total of 971 root-specific genes (Figure 1) were found. 

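In the deposited values, 974 genes were root-specific. The median RPKM in roots was 0.841, and 258 genes (26.5%) were above log2 RPKM 1. A margin of over 8-fold to every other organ was found in 682 genes (70.0%), and the other 5 organs were all listed at 0 in 67 genes. The most frequent next organ was the flower (313 of 907 genes), followed by the stem (236 genes). The highest RPKM, 701 in roots with at most 0.153 in flowers, was shared by Oleur061Scf2921g02013.1 and Oleur061Scf4457g00028.1, whose values are identical in all 6 organs, so their reads cannot be assigned to either gene from the table.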

The expression heat map of these genes and the GO distribution at level 5 are represented in Figure 7A and B, respectively. Although the BP and KEGG terms were quite similar to the other organ-specific genes, including mostly biosynthetic and metabolic processes, gene expression and its regulation, RNA metabolism, and the cellular response to organic substance and hormone stimuli (Figure 7B and Table S7), defense genes were highly enriched (Figure 7C). In fact, the GO term enrichment analysis of root-specific genes BP showed not only a significantly large number of biosynthetic and metabolic processes, and regulation of gene expression, but also many defense response-related GO terms, with many being associated with immune response and response to bacterium (Figure 7C). The most represented MF GO terms were DNA and regulatory region nucleic acid binding, as well as metal ion binding, followed by purine binding activities, kinase and phosphotransferase activities, several transferase activities, carboxylic and L-ascorbic acid-binding activities, secondary active transmembrane transporter activities, and oxidoreductase and hydrolase activities. The most represented CC GO term was nuclear localization. This GO term analysis suggests that, as in previous organ-specific genes, most root-specific genes may play a regulatory role in controlling a wide range of activities required for cell metabolism (Figure 7B). Roots are exposed particularly to rhizosphere microorganisms, some of which penetrate roots and become endophytes [37], which may explain why the root has its own set of defense genes. Of the defense genes found among the root-specific genes, 15 contained a START-like domain (StAR-related lipid-transfer) present in the signal-transduction proteins [38]. Ten of them were genes that encode major latex proteins (MLP-like): three *MLP146*, three *MLP28*, two *MLP423*, one *MLP31*, and one *MLP*43. These are defense genes, and MLP43 confers drought tolerance in *Arabidopsis* [39]. Additionally, 16 of the root-specific genes encode AT-hook motif nuclear-localized protein 20 (plant and prokaryotes conserved (PPC) domain). These genes encode transcription factors that negatively regulate plant innate immunity (PTI) to pathogens [40], which suggests that the roots of healthy plants at least partially repress PTI, but also partially induce root-specific defense genes, such as *MLP* genes and the disease-resistance *RPP8* gene.

### 3.8. Stem-Specific Genes

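Stem-specific genes, above an RPKM of 0.25 in stems and at or below it in the other 5 organs, numbered 229 in the deposited values, against 435 in fruits, the next lowest number. Stems had fewer organ-specific genes than fruits under every basal level, scaling and set of organs tried that kept both. The number of stem-specific genes was 106 with a basal level of log2 RPKM -3 and 417 with meristems left out of the comparison.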

The stem had the fewest organ-specific genes represented by only 229 genes (Figure 1). In addition, the expression level of most of these genes was very low, only slightly above the basal-level threshold (Figure 8A). 

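The median RPKM of the stem-specific genes in stems was 0.415, with quartiles of 0.304 and 0.678, against a threshold of 0.25. A total of 149 genes (65.1%) were at or below an RPKM of 0.5, compared with 22.7% of the flower-specific genes and 49.0% of the meristem-specific genes. In 123 genes (53.7%), another organ had an RPKM above 0.125, and in 49 genes (21.4%) the value in stems was at most 2-fold that of the next organ. For 70 genes (30.6%), it was over 8-fold higher. In none of these genes were the other 5 organs all listed at 0.

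**Figure D4:**
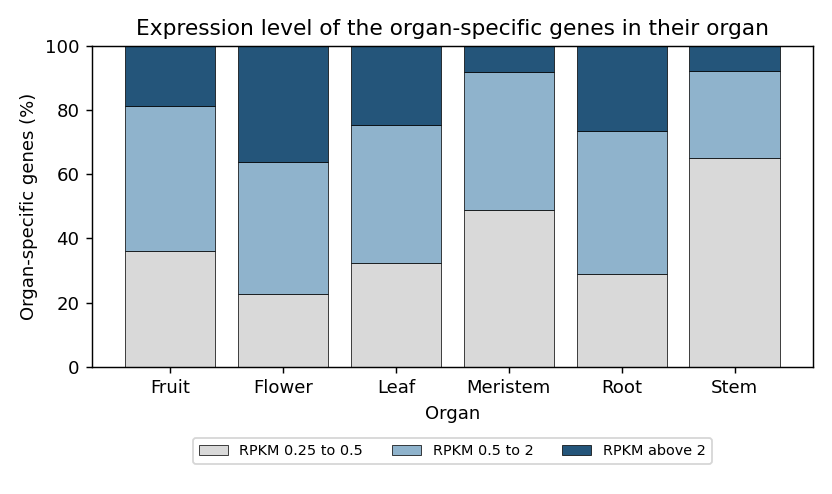
Percentage of each organ's specific genes (vertical axis, stacked bars) by their RPKM in that organ (horizontal axis, organs), in the classes 0.25 to 0.5, 0.5 to 2 and above 2. The lowest class holds 65.1% of the stem-specific genes and 22.7% of the flower-specific genes.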

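A log2 RPKM above 1 in stems was reached by 18 of the 229 stem-specific genes (7.86%), and a log2 RPKM above 0 by 36. The highest value was an RPKM of 8.09, for Oleur061Scf0925g02018.1, with 0.002 in roots and 0 listed in the other 4 organs.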

In fact, only 18 genes showed an expression level of log_2_ RPKM > 1, an 8-fold change above the basal level (Figure 8B). Such a small number of genes (229) did not cluster in any statistically significant GO term after the GO enrichment analysis. However, the GO term at level 5 and the KEGG term distribution results were quite similar to the other organ-specific genes (Figure 8C and Table S7). As most stem-specific genes had a very low expression level, we focused on the 18 genes with at least a moderate expression level. Fifteen of them were functionally annotated and comprised two serine-threonine kinases, four oxide-reductases, six enzymes of different metabolic pathways, two transcription factors, and one gene involved in phototropism. This last one was a *PKS1* gene that encodes a PHYTOCHROME KINASE SUBSTRATE 1 protein involved in light signaling in *Arabidopsis* [41]. In fact, this protein is required for phototropism [42], and also for gravitropism in roots [43]. Therefore, this protein is a candidate to play a role in controlling the stem phototropism and/or anti-gravitropism. Regarding transcription factors, one of them was a dehydration-responsive element-binding protein 1F (*DREB1F*) gene, which is involved in freezing tolerance and cold acclimation [44], whereas the other was an *MYB113*, which is likely implicated in regulating the development process or stress response. 

## 4. Conclusions

The RNA-seq transcriptomic analysis of the fruit, flower, leaf, meristem, root, and stem samples from adult healthy plants revealed the expression of 53,456 unique genes, which means that there are nearly 25,000 genes in the genome that might be expressed in other developmental stages in response to biotic or abiotic stresses, or simply silenced. A full complex gene expression pattern is provided. Of these 53,456 unique genes, many (19,575) possible housekeeping genes were found as they were expressed at moderate or high levels in the six analyzed plant organs. Additionally, organ-specific genes were defined. Flowers showed a significantly large number of specific genes (3529), many of which were related to reproduction, including three male sterility *MS1* genes and 12 sporophytic and gametophytic development *CALS* genes. It can be concluded that the genetic and metabolic regulatory processes that control floral development require the involvement of at least 3529 of the genes together, which are specifically expressed in flowers. In fruit, there were fewer specific genes (435), with some genes involved in fatty-acid biosynthesis and also in pigmentation. In general, many of these organ-specific genes are involved in regulatory activities and show nuclear protein localization, except for leaves, in which the coded proteins of many genes were located at the plastid, which also happens in stems to a lesser extent. In leaves, 690 tissue-specific genes were found and included some genes involved in the biosynthesis of flavonoids and carotenes with a marked presence in olive leaves, as well as genes involved in the circadian rhythm. Very few stem-specific genes with a moderate or high expression were found, including a *PKS1* gene that could play a role in controlling stem phototropism and/or anti-gravitropism. Pathogen defense pathways were very well represented in roots. Interestingly, the genes that negatively regulated the PTI were specifically expressed in roots, which suggests that the roots of healthy plants had at least partially repressed the PTI, but had also partially induced root-specific defense genes. Meristems presented a wide range of processes in the 768 tissue-specific genes, which is consistent with being a very undifferentiated tissue. A full list of all the gene profiles is provided, together with the expression level data for all the genes. These data might be an extremely useful tool for seeking out future breeding genetic markers.

## Figures and Tables

**Figure 1:**
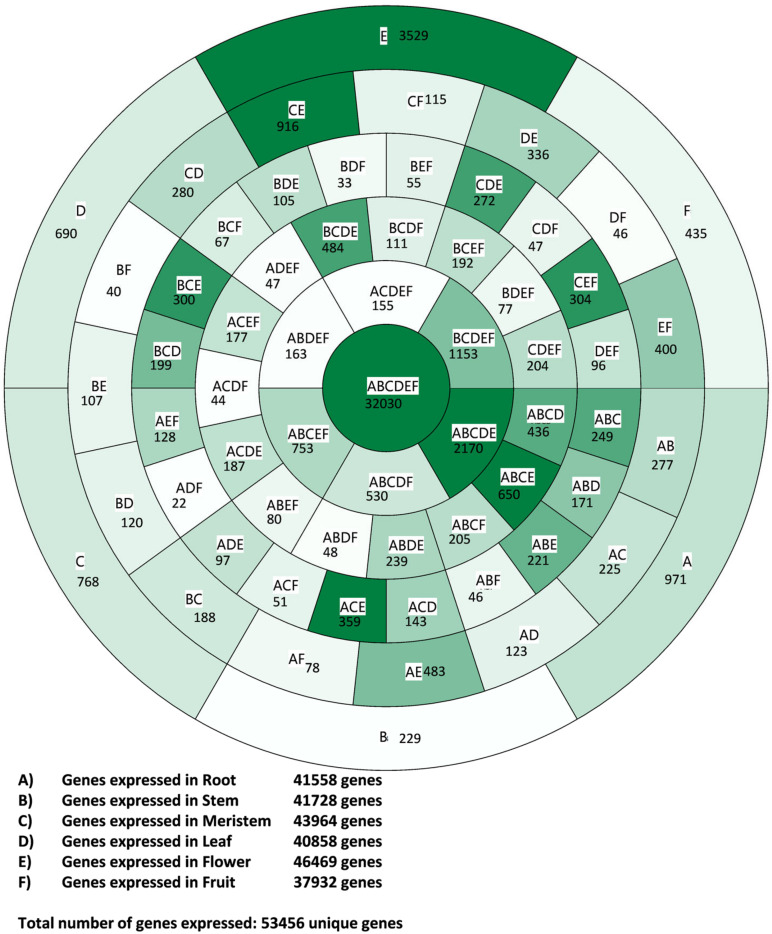
Venn diagram showing the gene expression profile of plant organs. Each compartment indicates the included organs and the number of genes expressed in it. A gene is considered expressed in an organ when its expression is > -2 log2 reads per kilobase per million mapped reads (RPKM) and “not expressed” when its expression is ≤ -2 log2 RPKM.

**Figure 2:**
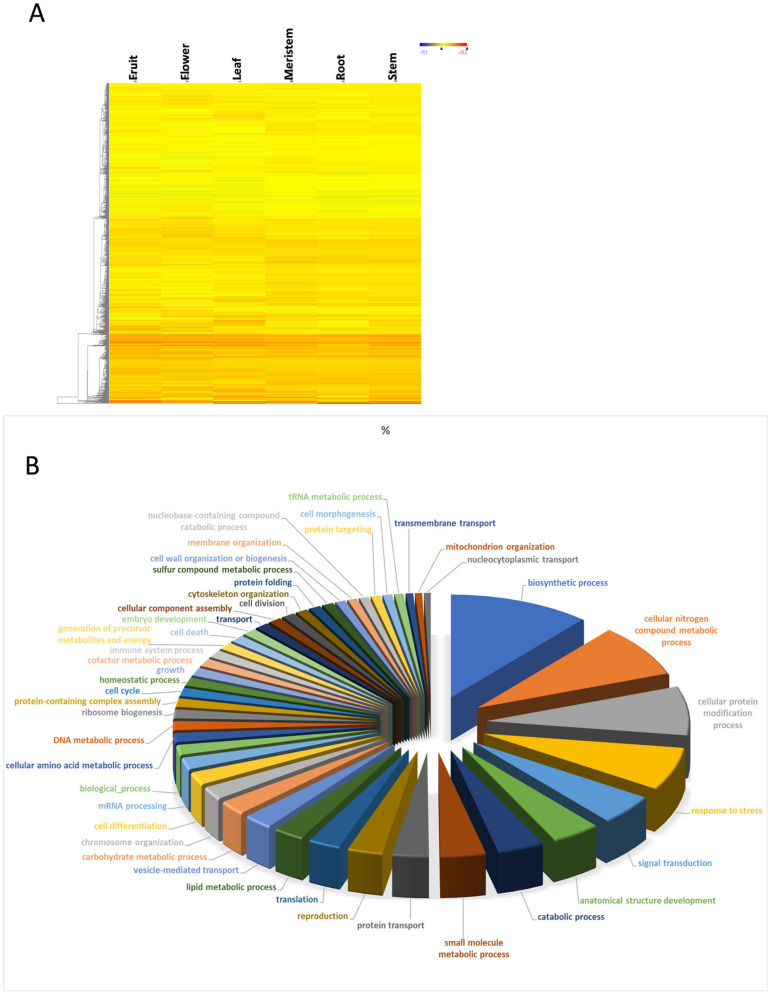
Olive housekeeping genes. Heat map of housekeeping genes (**A**) and the Gene Ontology (GO) term diagram of biological processes at level 5 (**B**).

**Figure 3:**
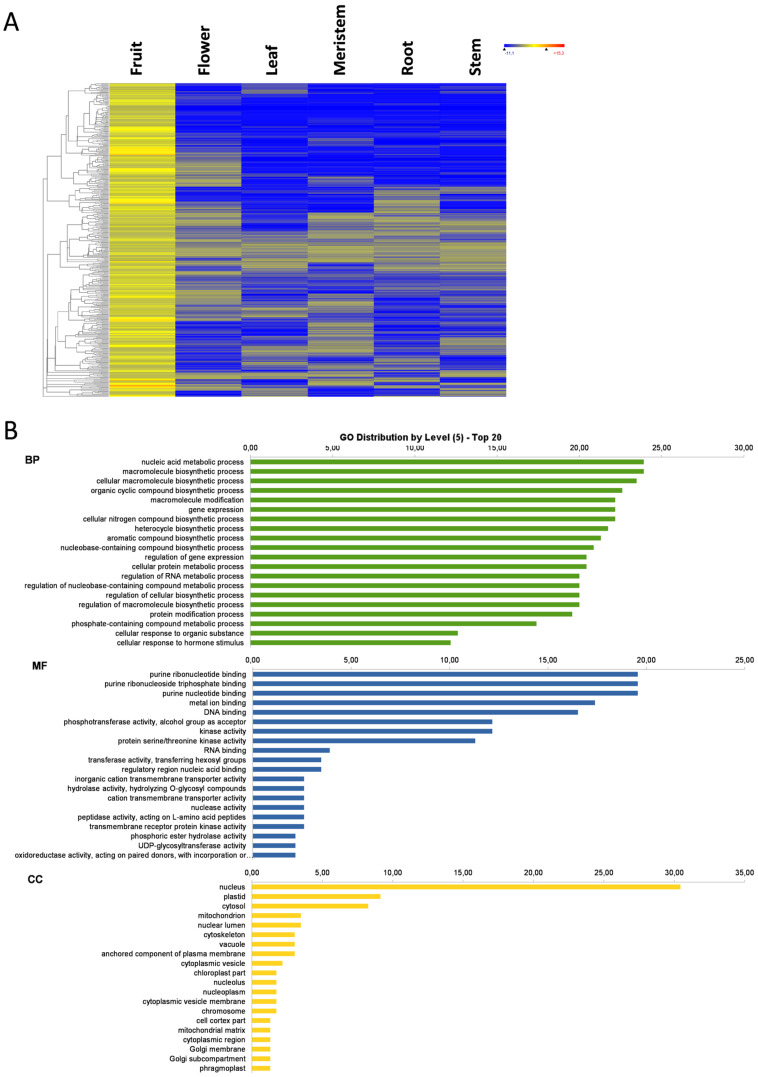

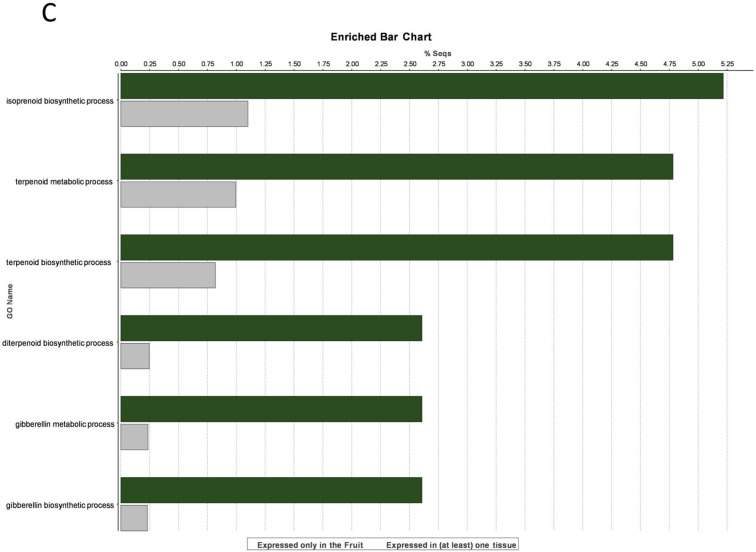
Fruit-specific genes. Heat map of fruit-specific genes (**A**); the GO term diagram of biological processes, molecular functions, and cellular components at level 5 (**B**); and the enriched biological process GO terms (**C**).

**Figure 4:**
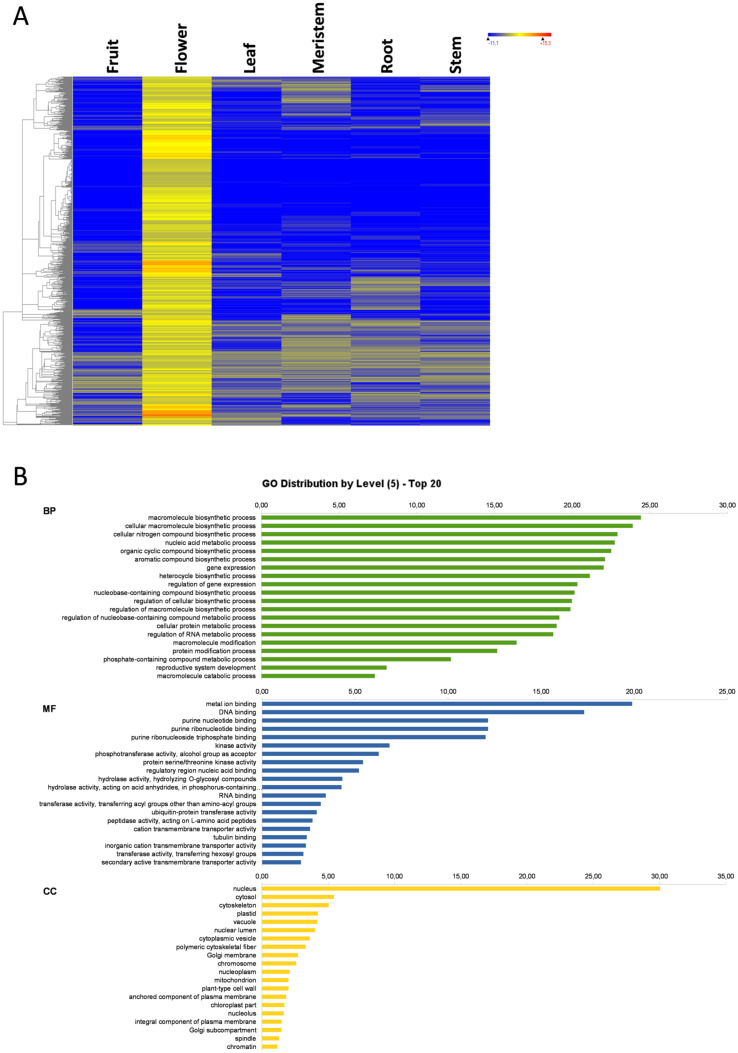

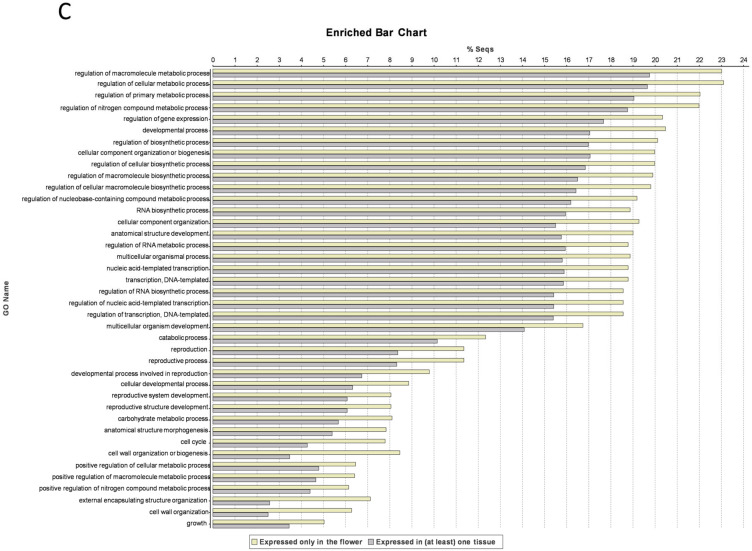
Flower-specific genes. Heat map of flower-specific genes (**A**); the GO term diagram of biological processes, molecular functions, and cellular components at level 5 (**B**); and the enriched biological process GO terms (**C**).

**Figure 5:**
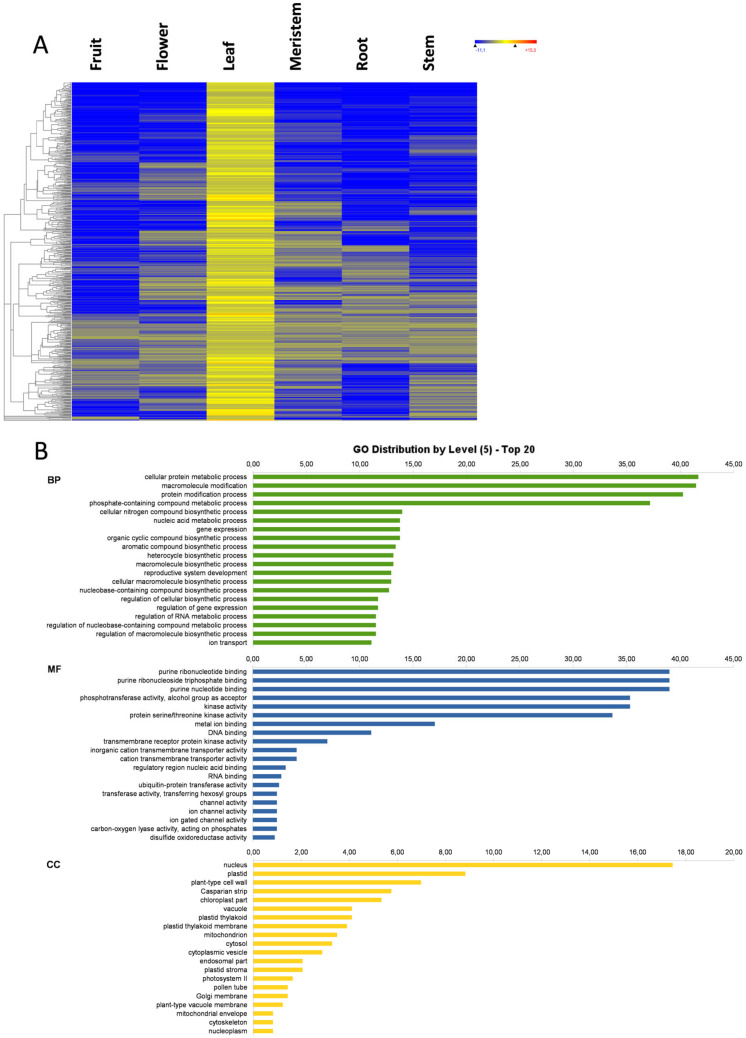

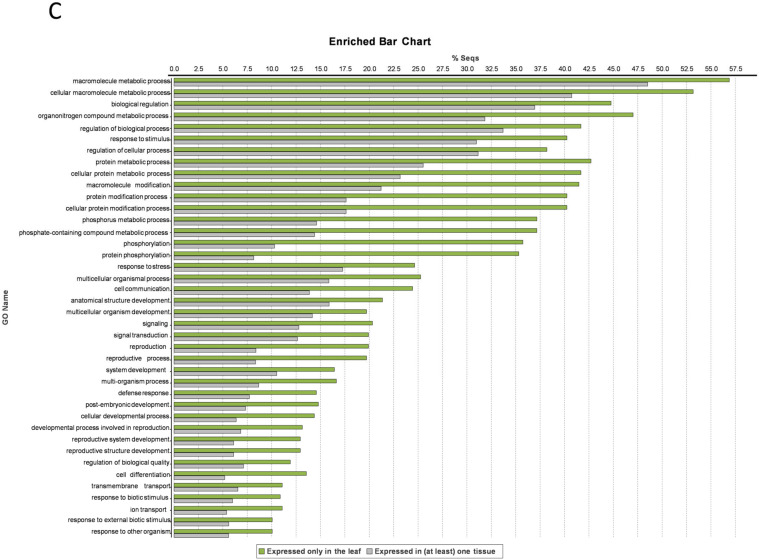
Leaf-specific genes. Heat map of leaf-specific genes (**A**); the GO term diagram of biological processes, molecular functions, and cellular components at level 5 (**B**); and the enriched biological process GO terms (**C**).

**Figure 6:**
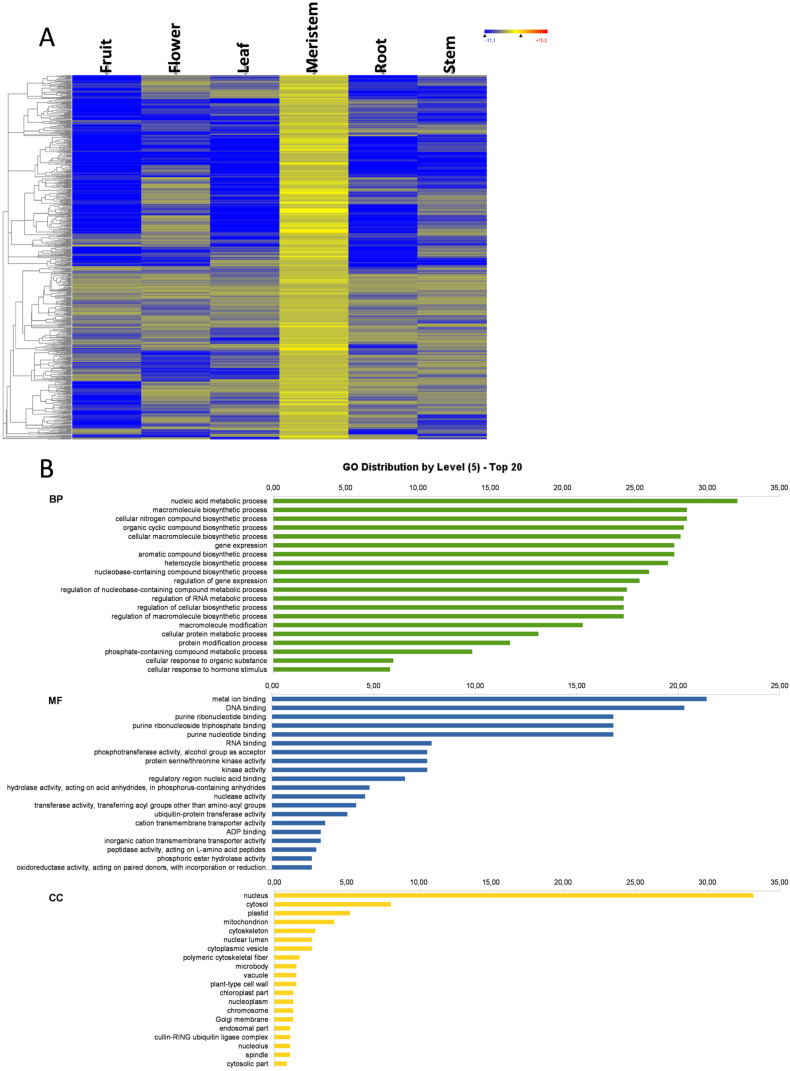

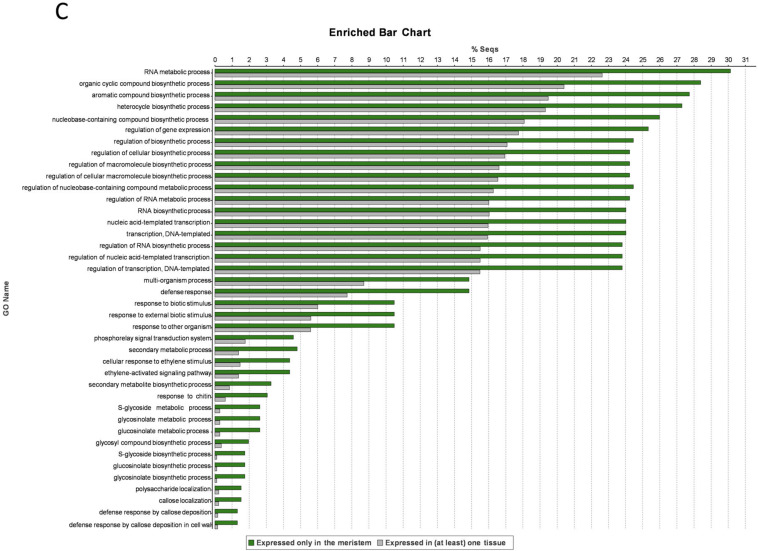
Meristem-specific genes. Heat map of meristem-specific genes (**A**); the GO term diagram of biological processes, molecular functions, and cellular components at level 5 (**B**); and the enriched biological process GO terms (**C**).

**Figure 7:**
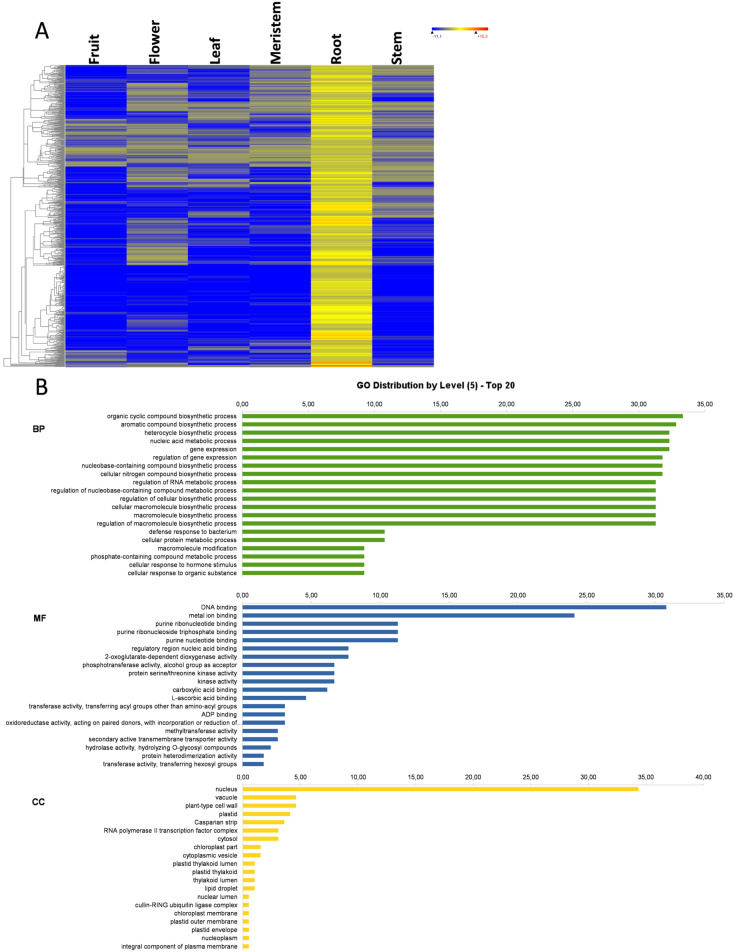

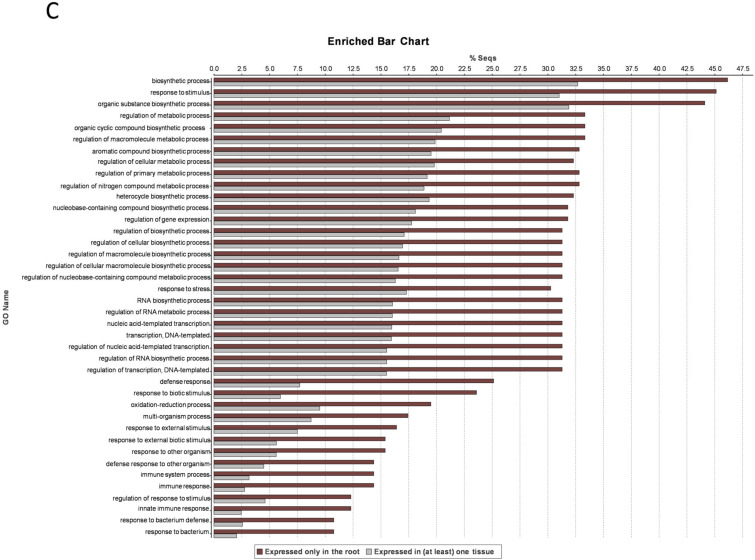
Root-specific genes. Heat map of root-specific genes (**A**); the GO term diagram of biological processes, molecular functions, and cellular components at level 5 (**B**); and the enriched biological process GO terms (**C**).

**Figure 8:**
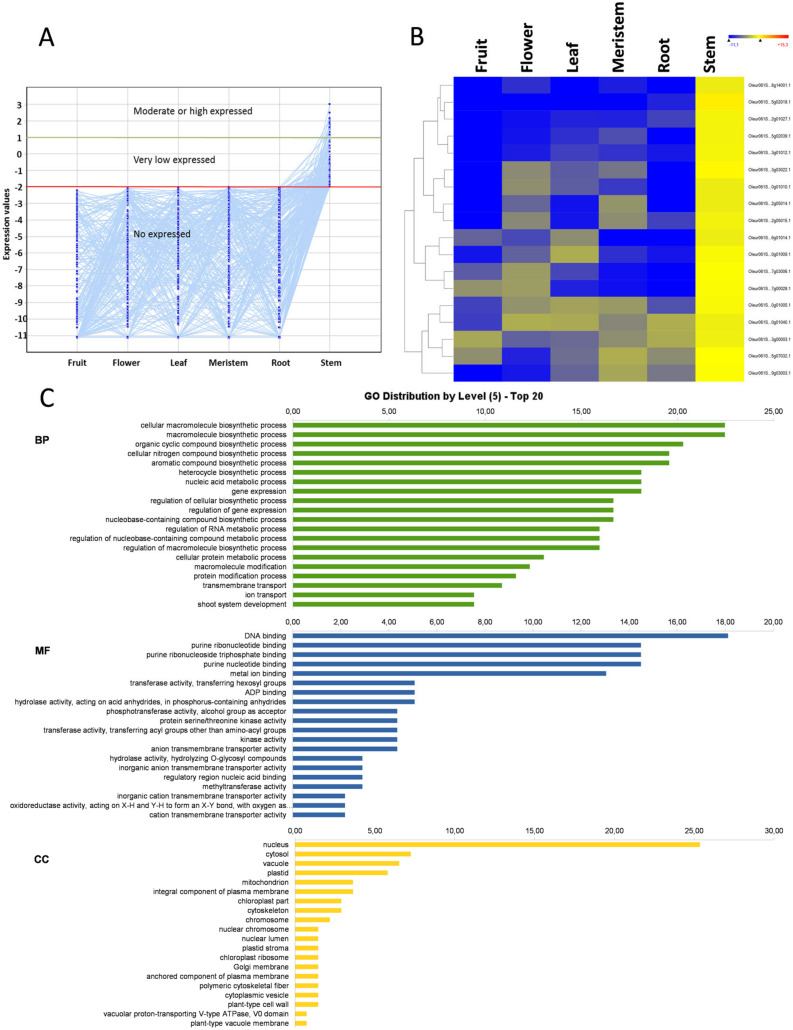
Stem-specific genes. Line graph of root-specific genes (**A**); the heat map of the moderate or high expressed root-specific genes (**B**); and the GO-term diagram of biological processes, molecular functions, and cellular components at level 5 (**C**).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/5/544/s1. Figure S1: RNA-seq validation by qRT-PCR. Table S1: Primers used in the qRT-PCR assays. Table S2: Expression data of all the fruit, flower, leaf, meristem, root, and stem genes. Table S3: List of gene IDs comprised in the compartments of the Venn diagram shown in Figure 1. Table S4: List of gene IDs with their GO terms and molecular function, biological process, and cellular component. Table S5: List of gene IDs of housekeeping genes. Table S6: Full biological process GO-term list of housekeeping genes. Table S7: KEGG terms of housekeeping and fruit-, flower-, leaf-, meristem-, root-, and stem-specific genes.

# Supplementary material for: Gene Expression Pattern in Olive Tree Organs (Olea europaea L.)
**Source:** Genes (Basel). 2020 May 12;11(5):544. doi: 10.3390/genes11050544
**Supplement:** Supplementary file 1

**Table S1.** Primers for qRT-PCR.

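Table S1 gives, for each of the 12 genes, a forward and a reverse primer and the length of the product between them, which runs from 158 to 225 bp. In qRT-PCR, RNA is first copied into DNA by reverse transcription, and the product is then measured in each amplification cycle, so that a more abundant transcript is detected at an earlier cycle. The genes are given by their identifiers in the Oleur061 annotation, which are those of the deposited RPKM values.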

|  | **Primer name** | **Primer sequence** | **Amplicon size (bp)** |
| --- | --- | --- | --- |
| Oleur061Scf8354g00019.1 | 8354g00019F | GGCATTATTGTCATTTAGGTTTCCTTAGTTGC | 164 |
|  | 8354g00019R | AGTAGCAAAATTTTGAAAGTTCGGGATGG |  |
| Oleur061Scf3725g11030.1 | 3725g11030F | AAAACATGGATTAATCATGTGGCTGCAC | 164 |
|  | 3725g11030R | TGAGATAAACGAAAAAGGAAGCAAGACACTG |  |
| Oleur061Scf6083g02012.1 | 6083g02012F | TGCAAGTTATTGTTTTCGGCGAAGTAGTG | 225 |
|  | 6083g02012R | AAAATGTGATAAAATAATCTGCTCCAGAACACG |  |
| Oleur061Scf0802g01015.1 | 0802g01015F | ATTTGCTTCCAAACTGTCGGTTCAGTG | 196 |
|  | 0802g01015R | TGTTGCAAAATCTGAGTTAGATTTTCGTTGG |  |
| Oleur061Scf1658g01009.1 | 1658g01009F | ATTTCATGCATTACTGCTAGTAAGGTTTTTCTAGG | 188 |
|  | 1658g01009R | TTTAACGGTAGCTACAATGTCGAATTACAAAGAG |  |
| Oleur061Scf3259g05001.1 | 3259g05001F | TCGTGCAAACCCTCAAAGAACAATAACC | 186 |
|  | 3259g05001R | CTTATCGCGCACTTGGCCTACATACTC |  |
| Oleur061Scf0625g00032.1 | 0625g00032F | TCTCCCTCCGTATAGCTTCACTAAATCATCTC | 181 |
|  | 0625g00032R | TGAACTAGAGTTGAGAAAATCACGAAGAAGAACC |  |
| Oleur061Scf3080g03011.1 | 3080g03011F | AGATTCTCTCTAAAGGAACCACCAGACTCG | 158 |
|  | 3080g03011R | GAACGCGAACATGAGTAGCTTTAAGTTGG |  |
| Oleur061Scf2029g00022.1 | 2029g00022F | TGACGCTTTGCTGCAACAACAGGAG | 177 |
|  | 2029g00022R | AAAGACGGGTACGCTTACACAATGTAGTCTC |  |
| Oleur061Scf6430g01008.1 | 6430g01008F | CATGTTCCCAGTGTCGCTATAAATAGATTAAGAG | 160 |
|  | 6430g01008R | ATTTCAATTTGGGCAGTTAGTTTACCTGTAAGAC |  |
| Oleur061Scf0925g02018.1 | 0925g02018F | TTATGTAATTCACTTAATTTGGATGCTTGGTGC | 189 |
|  | 0925g02018R | CCCAAAGCATCTACTGCACAAACATATCC |  |
| Oleur061Scf1163g03022.1 | 1163g03022F | GCCAATCAAGAATTTAGCTCATGCTTCG | 205 |
|  | 1163g03022R | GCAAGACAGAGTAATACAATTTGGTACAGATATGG |  |

How the deposited data were processed for this re-analysis (not part of the article)

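RNA-seq was performed on fruits, flowers, leaves, meristems, roots and stems of the olive cultivar “Picual”, with 2 biological replicates per organ and 12 samples in all. Each sample is assigned to its organ and replicate by its record, and the organs are those of the paper's methods. Fruits were collected later than the other organs.

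The authors discarded adaptors and low-quality reads with FastqMcf and Trim Galore, mapped the remaining reads to the “Picual” genome Oleur061 with the Qseq program of ArrayStar, and computed RPKM with its default normalization. The deposited values are linear RPKM, with 1 value per gene and organ for 53456 genes, rounded to 3 decimals. How the replicates and lanes were combined, and how reads that map to several genes were shared, is not stated in the paper's text. Reads that map to near-identical genes can be split between them or counted for each, and 1092 genes have the same values as another gene in all 6 organs. The table holds genes above the basal level in at least 1 organ, so the genes below it everywhere were not analysed here. Against the part of Table S2 that was used (1999 of its 53456 genes), all values were within 0.000501 of the larger of the value and 1 RPKM.

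No value per replicate is in the table, so no mean, SD or test between organs was computed, and the tests planned for values per replicate were not run. The depth per organ is unknown. Intervals given for shares are 95% Wilson intervals over genes, which are not replicates.

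A gene was called expressed above log2 RPKM -2 (RPKM 0.25), organ-specific if expressed in 1 organ only, and a putative housekeeping gene above log2 RPKM 1 (RPKM 2) in all organs, as in the paper. The range of a gene was its highest minus its lowest log2 RPKM, and a range of 2 (4-fold) was taken as similar expression. The margin of an organ-specific gene was its log2 RPKM in the organ minus the highest log2 RPKM in the other organs, with values listed at 0 set to 0.0005. Apart from 1 gene in the closing section that was named after its values were seen, the genes named were chosen by a rule written before the data were examined: the 12 genes of Table S1, the 2 organ-specific genes with the highest value in each organ, and the putative housekeeping genes with the smallest and the largest range. None of the identifiers (0 of 53456) matched the gene table of the wild olive reference, so no gene names are given. The GO and KEGG results were not re-analysed, because only parts of the tables that pair genes with terms were used.

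The alternatives were other basal levels, other levels of high expression, scaling of each organ by its median ratio to the geometric mean over the putative housekeeping genes, scaling of each organ to the same sum, leaving out fruits or meristems, a required margin or level for organ-specific genes, and other pseudocounts for the margin. A count was taken as unchanged within 1.5 times the reported count, and a share or median within its 95% interval. For the scaffold analysis, the number of genes of a list that share a scaffold was compared with 10000 random lists matched on mean expression. The calculations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots with matplotlib 3.10.9. The counting, scaling and random-list steps were tested on simulated data of 5000 genes, in which all 490 planted organ-specific genes were recovered and 7 of 7 checks passed. The planted genes lay clear of the threshold, so this checks the code and not the calls near the threshold.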

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

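The tests of this part were chosen after the values had been seen. The 10 most abundant genes in roots held 30.4% of the summed RPKM there. In each of the other organs, that organ's own 10 most abundant genes held 5.69% to 11.8%. The paper does not discuss the 10 genes most abundant in roots. In 9 of the 10, which together held 29.4%, the value fell from roots to stems and reached its lowest in fruits or flowers, and the value in stems was 18.9% to 38.4% of that in roots. The most abundant, Oleur061Scf0300g05018.1, was named after its values were seen. It had an RPKM of 37675 in roots, 7636 in stems, 624 in leaves, 210 in meristems, 10.6 in flowers and 8 in fruits.

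If these 9 genes were identical copies that shared all their reads, the ratio between any pair of them would be the same in every organ. Over the 36 pairs, the ratio moved between organs by a median of 2.37-fold, which argues against complete sharing. Sharing of part of the reads remains open. Root RNA in the stem sample would carry all genes abundant in roots at no less than the same ratio. Among 72 genes with an RPKM above 50 in roots and at least 20 times higher there than in leaves and meristems, the 25th percentile of the stem-to-root ratio was 0.445%, and 44 genes lay below the lowest of the 9 genes, which argues against it. Over all 326 genes above an RPKM of 100 in roots the 10th percentile was 14.9%, which did not decide the question. The 72 genes were chosen after that value was seen. The broader set may include genes with stem expression of their own, which these values cannot separate from root RNA. The length of a gene is the same in every organ, so it cannot produce the 3913-fold to 9518-fold ranges of these 9 genes between organs. Gene names and values per replicate were not used here, so reads from another organism and a difference between the replicates stay untested, as does the biological explanation, that these transcripts are abundant in roots.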

How the results depend on the processing

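No paired analysis was possible because the table holds 1 value per organ and no value per replicate. For the same reason, the test of each organ against the others and every alternative that needs replicates (both replicates above the threshold, leaving out a replicate, a replicate block, another pseudocount or filter in that test, other size factors, the nearest organ only) were not run.

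The numbers of genes expressed in at least 1 organ, in each organ and in all organs stayed within 1.5 times under the alternatives set for them before the data were examined. At a basal level of log2 RPKM 1, added afterwards, the numbers in each organ also did, but the number in all organs did not, since 19571 genes were above that level everywhere against 32024. Flowers had the most expressed genes at basal levels from log2 RPKM -3 to 0 and under both scalings. At log2 RPKM 1, chosen after the data were examined, they had 511 fewer than meristems (a difference of -511). The scalings were not combined with that level. At log2 RPKM 4 and 5, flowers again had the most expressed genes. Flowers had the most and stems the fewest organ-specific genes under every alternative tried. The cause was not tested for any change below, except where the alternative is stricter by construction.

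The stricter rules left fewer organ-specific genes. With log2 RPKM above 1 required, 82 remained for fruits, 1278 for flowers, 171 for leaves, 63 for meristems, 258 for roots and 18 for stems. With an 8-fold margin, 266 remained for fruits, 330 for meristems and 70 for stems. Meristem-specific genes numbered 417 at a basal level of log2 RPKM -3, 492 with each organ scaled to the same sum, and 1298 at log2 RPKM 1. Stem-specific genes numbered 106 at log2 RPKM -3, 131 with the same sum, and 417 without meristems. With log2 RPKM above 0, 36 stem-specific genes passed. With 1 gene per set of identical values, chosen after the data were examined, no count moved by over 1.5 times.

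With high expression above log2 RPKM 2, 12729 putative housekeeping genes remained. The share with similar expression was 24.8% for a 2-fold range, 75.04% under median ratio scaling and 78.0% without fruits. The median range was 1.40 and 1.29 under the last 2. The share of genes expressed in all organs with a low value was 38.3% under median ratio scaling and 22.0% with low taken as log2 RPKM 0.

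At a basal level of log2 RPKM -1, the median log2 RPKM of the organ-specific genes was 0.10 in fruits, 0.82 in flowers, 0.26 in leaves, -0.20 in meristems, 0.33 in roots and -0.37 in stems. The share with a margin over 8-fold fell, with a pseudocount of 0.25, to 18.2% in fruits, 35.8% in flowers, 22.3% in leaves, 6.36% in meristems, 24.9% in roots and 6.11% in stems, and with a pseudocount of 1, to 6.21%, 15.4%, 8.39%, 1.04%, 9.45% and 0.437% in the same order. A pseudocount lowers every margin by construction. The depth is unknown, so the error of values near the basal level cannot be given, and organ-specific calls there, such as most of those in stems, are the least certain.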

Differences from the paper's values

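In Table S3, of which 50 of 63 columns and 1998 of 32030 rows were used, 48 lists of genes are complete in that part, and 46 of them differ from the counts made here by at most 4 genes. The remaining 2 differ by more. For genes expressed in all organs except roots, Table S3 lists the paper's 155 genes, and 1153 were counted from the deposited values. For genes expressed in meristems and stems only, Table S3 lists the paper's 78 genes, and 188 were counted. Figure 1 prints for both combinations the numbers counted here, and thus differs from Table S3 there. None of the alternatives set before the data were examined closed either gap: the basal levels of log2 RPKM -3, -1 and 0 and both scalings gave 1111 to 1228 genes for the first and 152 to 230 for the second. In Table S3, the first list is identical to that of all organs except stems, and the second to that of roots and fruits only.

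The other counts differ by a few genes. The paper's number of expressed genes is 53456 against 53450 here, and its number of putative housekeeping genes is 19575 against 19571. With values at the rounded threshold counted as above, an alternative chosen after seeing the values, both reached the paper's number, as did the leaf-specific genes, with 690 against 691. Other counts did not: under that alternative, fruit-specific genes numbered 434 (the paper's 435), stem-specific genes 228 (the paper's 229), meristem-specific genes 765 (the paper's 768), genes expressed in all organs 32038 (the paper's 32030), genes expressed in fruits 37937 (the paper's 37932) and genes expressed in leaves 40863 (the paper's 40858). Scaling each organ to the same sum also gave 53456 expressed genes, but it raised the values of every organ, and every gene already had a value of at least 0.25, so it could give no other number. For stem-specific and fruit-specific genes and those above log2 RPKM 1 in stems, the numbers counted with the threshold as reported were the paper's own: 229, 435 and 18.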

Other observations

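The tests on housekeeping genes, fruits and stems were chosen after their results were seen. Those on identical values and on scaffolds were written before their results were seen, although the patterns had been noticed earlier.

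A total of 255 putative housekeeping genes (1.30%) had a range above 32-fold, and 7 a range above 1024-fold, so a level above log2 RPKM 1 in all organs also admits genes that differ strongly between organs. Of the 10 genes that are most abundant in roots, 6 are among the putative housekeeping genes. Carry-over of reads between libraries would put a floor under every gene. Taking as its rate the 5th percentile of the ratio over genes above an RPKM of 100 in the organ with the highest value, it would leave 238 of the 255 genes at or below an RPKM of 2 in their lowest organ, which argues against it for these genes. For the other 17 it cannot be told apart from expression, because the rate would suffice. For the widest gene, Oleur061Scf1102g01007.1, the rate gives an RPKM of 0.821 in fruits against the 6.49 listed. Expression that differs between organs stays open as a biological explanation.

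Fruits had the fewest expressed genes, 9.10% below the median of the other 5 organs at an RPKM of 0.25. Lower depth in fruits loses genes near the threshold first, so it would shrink this shortfall from the lowest levels on. The shortfall was 9.36% at an RPKM of 2 and 9.92% at 4, which argues against lower depth as the whole cause. Above that it shrank, to 7.80% at 8 and 3.79% at 16, and at 32 fruits had more genes than the median of the other organs (a shortfall of -14.5%). These levels lie far above the threshold, so this change cannot tell whether depth played a part, which is not excluded. A few genes taking most of the RPKM in fruits would also lower the number, but the 10 most abundant genes held 6.30% there, less than in leaves (7.38%), stems (11.8%) and roots (30.4%), which all had more expressed genes, and slightly more than in meristems (6.20%) and flowers (5.69%). The later collection of fruits coincides with the organ, so a batch and the organ cannot be separated.

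In 1092 genes (2.04% of the table), forming 522 sets, the values in all 6 organs were identical to those of another gene. Of these sets, 508 spanned different scaffolds and 491 were pairs. Chance agreement of rounded values was tested by shuffling each organ's values within 500 groups of genes with similar mean expression. At most 30 genes had identical values in 100 shuffled tables, which argues against chance. In the part of Table S2 that was used, 2 pairs could be compared to 5 decimals of log2 RPKM, and both were identical. A candidate explanation is that copies with the same sequence in the assembly receive the same reads, and without gene sequences it was not tested. These genes make up 6.11% of the stem-specific, 6.04% of the flower-specific, 3.91% of the leaf-specific, 3.51% of the meristem-specific, 2.46% of the root-specific and 0.920% of the fruit-specific genes, and 0.904% of the putative housekeeping genes.

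Of the 691 leaf-specific genes, 216 shared a scaffold with another leaf-specific gene. In 10000 random lists matched on mean expression, the median was 132 and the highest 187. With 1 gene kept per set of identical values, 675 leaf-specific genes remained and 212 shared a scaffold, above the highest random list (174). So few genes were removed that this outcome was nearly fixed. It shows only that genes with identical values are too few to be the whole cause. Leaving out the scaffold that holds most leaf-specific genes (10 of its 15 genes in the table) could take away only those 10 genes. The 206 that still shared a scaffold, above the highest random list (173), follow from that count. This scaffold is therefore too small to account for the pattern. Of the other organs, 5 of the 10000 lists were as high for fruits (91 genes), 15 for roots (298), 38 for flowers (2084), 338 for meristems (188) and 690 for stems (25). These are descriptions of 1 set of values without replicates. Neighbouring copies that differ in sequence may account for it, as a hypothesis, since partial sharing of reads between them was not tested.

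Stems held the highest value of a gene in 7.12% of the genes, whereas flowers held it in 27.2%. The lowest value was in stems in 4.76% and in fruits in 31.8%. Ties for the lowest, such as values listed at 0, were given to fruits first and to stems last. Thus the share is at most 31.8% for fruits and at least 4.76% for stems. Among the putative housekeeping genes, which have no values of 0, the lowest value was in stems in 3.77%, in fruits in 17.6% and in flowers in 24.5%. The correlation of log2(RPKM + 0.25) across genes, which are not independent replicates, was 0.88 between stems and meristems, 0.87 with leaves and 0.85 with roots. A stem sample that is a fixed mixture of leaf, meristem and root RNA would give genes far higher in roots about 1 stem-to-root ratio. Over the same 72 genes as above, the interquartile range of this ratio was 52.1-fold, which argues against a fixed mixture. Cell types common to stems and these organs remain an untested biological explanation.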
